A study of Mus musculus with 28 samples. Its data were reported in "Eomes directs the formation of spatially and functionally diverse extraembryonic hematovascular tissues" (2025).

How the data were processed

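Nuclei of mouse embryoid bodies were profiled with the 10x Genomics multiome assay, which reads RNA and open chromatin in the same nucleus. Per the study's methods, the authors processed the reads with Cell Ranger ARC 2.0.1 on the mouse build mm10, filtered cells on RNA and on chromatin quality, removed doublets with scds, joined both modalities with MOFA+, clustered the cells and grouped the 18 clusters in cell types. Primordial germ cells were taken from label transfer, so that their cell type and their atlas label are the same call. The deposited table used here has 1 line per annotated cell, and 15 of its 28 columns were used. Expression and chromatin values per gene or region were not analysed here, so no gene was tested, and the depletion of EOMES itself was not checked.

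The counts in the deposited table are the RNA counts and the number of genes detected per cell, not normalized, as the authors left them after filtering. The mitochondrial and ribosomal percent values were computed by the authors from the RNA counts of each cell. The doublet score is the hybrid scds score that the authors computed and filtered on, and the UMAP coordinates, a score without a unit, were deposited with it. The atlas label scores are a fraction, the share of the nearest atlas cells behind a label, which the authors obtained by transferring labels to each library separately from a mouse gastrulation atlas. All of these fractions were whole multiples of 1 of 25 (tolerance 1e-06). In the table, genes per cell ranged from 2500 to 9436, RNA counts per cell from 4263 to 92069, mitochondrial percent reached 24.84, ribosomal percent 29.13 and the doublet score 1.25.

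Cells were assigned to libraries by the library name in the table, and all 31596 cells were mapped to 14 libraries with no name left over (28 GEO samples, 1 of RNA and 1 of chromatin per library). The table gives the early mesoderm types the codes EOi and EOd, which the study's text does not use, and no meaning was assumed for them. The type nearer to primitive streak than to HE precursors on the WT UMAP (distances of 3.86 and 5.04) was taken as Early-Mes #1 (EOi), and the type nearer to HE precursors (2.99, against 5.40 to primitive streak) as Early-Mes #2 (EOd). Distances to posterior mesoderm, which the study derives from Early-Mes #1, went slightly the other way (5.56 for the type taken as Early-Mes #1 and 5.29 for the other). The study describes Early-Mes #2 as depleted and Early-Mes #1 as plentiful in Eomes-KD, the direction that the types so named show, although the names were assigned from the UMAP and not from that. Total RNA counts per library ranged from 7262460 (WT day 4.5) to 70753971 (WT day 3.5, exp2). The number of cells sets the precision of a share: a count of 0 allows a share of up to 0.674% in the smallest library and 0.0406% in the largest, taking 3 cells as the floor.

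Cells per type and library were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test without an abundance trend, the number of annotated cells as library size, types with 10 or more cells, and Benjamini-Hochberg adjustment with a threshold of 0.05. The test over days had day as a term, and the test per day and the interaction of day and condition used 1 group per day and condition, sharing 1 spread. WT days were each tested against the day before. Shares of lists and library medians of the measures per cell were compared with exact permutation tests, two-sided, with labels permuted within days (144 arrangements for 12 libraries, smallest p 0.0139), adjusted over the 6 lists or over the measures of a family, and measures within a type needed 20 or more cells in each library. Shares have 95% Wilson intervals. Folds against a count of 0 use the floor of 3 cells over the group. The tests, lists and alternatives were fixed before the data were examined, except where the closing section says otherwise. Every cell type was reported, and an atlas label was to be named if it held 1% or more of a library or passed the test, of which 17 of 29 labels met the first part. Those are summarised here as sums and by the labels with the lowest p. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, permutation tests and figures.

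The count test was tested on simulated data: in 100 simulated tables of 12 types with a dispersion of 0.2, it called 83% of types changed by -2 and 91% of types changed by 2 on the log2 scale, 27% of those changed by -1 or 1, and 1.875% of unchanged types. Of all calls made there, 6.17% were of unchanged types, more than the share that the threshold aims at. The simulated counts were drawn type by type, without having to add up to the library and without a shift shared by an experiment. These rates therefore do not cover shares that move because other types took up the total, or libraries of an experiment that deviate together. The 2 day 3 libraries differed in cell type counts by a chi-square of 0.0436 (2 degrees of freedom), less than sampling noise, while other replicate pairs, of different experiments, gave 58.9 to 462, and were summed. With 98.63% and 98.57% primitive streak, cell type could hardly tell them apart, and they did differ in atlas labels (chi-square 97.1) and clusters (26.0), so they are not shown to be 1 library. WT and Eomes-KD libraries of a day were paired by the experiment that the GEO labels name (both day 3 libraries are exp2). The deposited table calls the day 5 libraries replicate 1, whereas their names and the GEO labels point to exp2, which was followed. The study's methods state that the 2 experiments were differentiated weeks apart. Deviations from the group means of WT and Eomes-KD libraries of an experiment correlated at 0.504 over 8 types at day 3.5 and at 0.747 over 11 types at day 4. Whether the day 3 libraries came from separate cultures is not given in the sources used here.

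Alternatives were TMM factors, DESeq2 1.42.0 with its size factors, limma 3.58.1 on arcsine square root shares, no filter or 50 or more cells per type, the experiment or the pair of libraries as a replicate block, the cells above the median RNA count of their library, the YS types left out of the total, log2 shares with 0.5 cells added, other list memberships and each library left out. Leaving out days 4.5 and 5, which have 1 library per condition, was added after the data were seen, as were the replicate block and the left-out libraries for the interaction test, for sums of atlas labels and stages, and for mesenchyme outside the YS and allantois lists.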

Results

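Single-nucleus multiome profiles (RNA and open chromatin from the same nucleus) were collected from embryoid bodies (EBs), aggregates of differentiating mouse embryonic stem cells that form extraembryonic mesoderm and its blood and vascular derivatives. The line carried a degron tag on Eomes, a T-box transcription factor of the primitive streak, so that the small molecule dTAG-13 removes the EOMES protein. Cultures received DMSO (WT) or 100 nM dTAG-13 (Eomes-KD) from day 3 to day 4, so the libraries of days 4.5 and 5 were collected after that window. There were 8 WT libraries (2 at day 3, 2 at day 3.5, 2 at day 4 and 1 each at days 4.5 and 5) and 6 Eomes-KD libraries (2 at day 3.5, 2 at day 4 and 1 each at days 4.5 and 5), from 2 experiments (exp1 and exp2). Both day 3 libraries, of exp2, were collected on the day the treatment began, and their names carry no mark of a vehicle or control. The step from day 3 to day 3.5 in WT may therefore also span the addition of DMSO. The table of annotated cells held 31596 cells, of which 19740 were WT and 11856 Eomes-KD, in 12 cell types. A library held between 445 cells (WT day 4.5) and 7391 cells (WT day 3.5, exp2), with a median RNA count per cell from 8207 (WT day 3.5, exp2) to 23017 (WT day 4, exp1). All values below are shares of annotated cells. They cannot give absolute cell numbers, because a limited number of nuclei was loaded per library. Intervals are 95% Wilson intervals and cover counting error only.

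The first question was which cell types appeared and disappeared in WT cultures. At day 3, 4399 of 4461 WT cells (98.6%, interval 98.2 to 98.9) were primitive streak, the source of nascent mesoderm. By day 3.5, primitive streak had fallen to 10.98% ± 0.425 (SD, n = 2), and Early-Mes #2, the early mesoderm on the yolk sac (YS) path, made up 54.9% ± 0.173 (SD, n = 2). Early-Mes #1, an early mesoderm that the study placed on both paths, rose to 15.2% ± 3.397 (SD, n = 2), and hematoendothelial (HE) precursors rose from 0 of 4461 cells to 13.5% ± 2.39 (SD, n = 2), at least 188-fold over the limit that a count of 0 allows. The names of both early mesoderm types were assigned here from their places on the UMAP, and the study's account of them, with Early-Mes #2 depleted and Early-Mes #1 plentiful in Eomes-KD, has the direction that the types so named show below. At day 4, HE (35.5% ± 5.97, SD, n = 2) and mesenchyme (35.03% ± 2.70, SD, n = 2) were the 2 most frequent types, and posterior mesoderm (11.2% ± 4.16, SD, n = 2) and allantois precursors (8.04% ± 3.04, SD, n = 2) had risen as well. Early-Mes #2 fell to 1.79% ± 0.0194 (SD, n = 2) in the same interval. Allantois cells reached 18.9% (interval 15.5 to 22.8) at day 4.5 and 46.5% (interval 43.0 to 50.2) at day 5, endothelium reached 11.7% (interval 9.02 to 15.003) and then 19.9% (interval 17.2 to 22.9), and blood progenitors reached 16.4% (interval 13.3 to 20.1) and then 21.2% (interval 18.4 to 24.3). Primordial germ cells (PGCs) were 2.48% ± 0.543 at day 3.5 and 2.39% ± 0.834 at day 4 (SD, n = 2).

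In edgeR's quasi-likelihood test of each day against the day before, 7 types were higher and 1 (primitive streak) lower at day 3.5, 4 higher and 4 lower at day 4, 2 higher (endothelium and allantois) and 3 lower (primitive streak, Early-Mes #2 and posterior mesoderm) at day 4.5, and 1 lower (HE) at day 5. The higher share of blood progenitors missed the threshold at day 4.5 (14 of 4261 cells, then 73 of 445, adjusted p = 0.0513). Days 4.5 and 5 had 1 library each, assumed to vary like the days with 2, and came from exp1 and exp2, so that the day and the experiment cannot be told apart in the step between them. Within exp1, endothelium went from 0.277% at day 4 to 11.7% at day 4.5, allantois from 0.0693% to 18.9% and posterior mesoderm from 8.25% to 0.674%. With TMM factors in place of the number of annotated cells as library size, 12 differences were higher and 5 lower in place of 13 and 9, and the call of primitive streak at day 3.5 turned from -3.17 to 5.46 on the log2 scale (adjusted p = 0.00188 and 0.00259, edgeR). Its share of annotated cells fell from 98.6% at day 3 to 10.7% in exp1 and 11.3% in exp2 at day 3.5, so the value with TMM factors is not a rise of that share. None of the calls of days 4.5 and 5 passed the threshold with TMM factors, with adjusted p from 0.0999 (endothelium and allantois) to 0.180 (primitive streak). The calls of day 4.5 were also lost without WT day 4 replicate 1 (adjusted p = 0.0526, edgeR) or replicate 2 (0.0605), where that of HE at day 5 had an adjusted p of 0.124, and those of primitive streak and Early-Mes #2 without either WT library of day 3.5 (0.0687 and 0.0686, and 0.0575 both). Mesenchyme, 1 of the 7 types higher at day 3.5, missed the threshold without day 3 library 1A (adjusted p = 0.0544, edgeR) or either WT library of day 4 (0.0658 both). The 2 day 3 libraries differed in cell type counts by less than the sampling noise and were counted as 1 sample, although at 98.63% and 98.57% primitive streak this measure could hardly separate them, and their clusters and atlas labels did differ. Kept as 2 samples, the test called 14 differences as higher and 10 as lower in place of 13 and 9, adding blood progenitors (adjusted p = 0.0186, edgeR) as higher and Early-Mes #1 (0.0407) as lower at day 4.5.

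**Figure D1:**
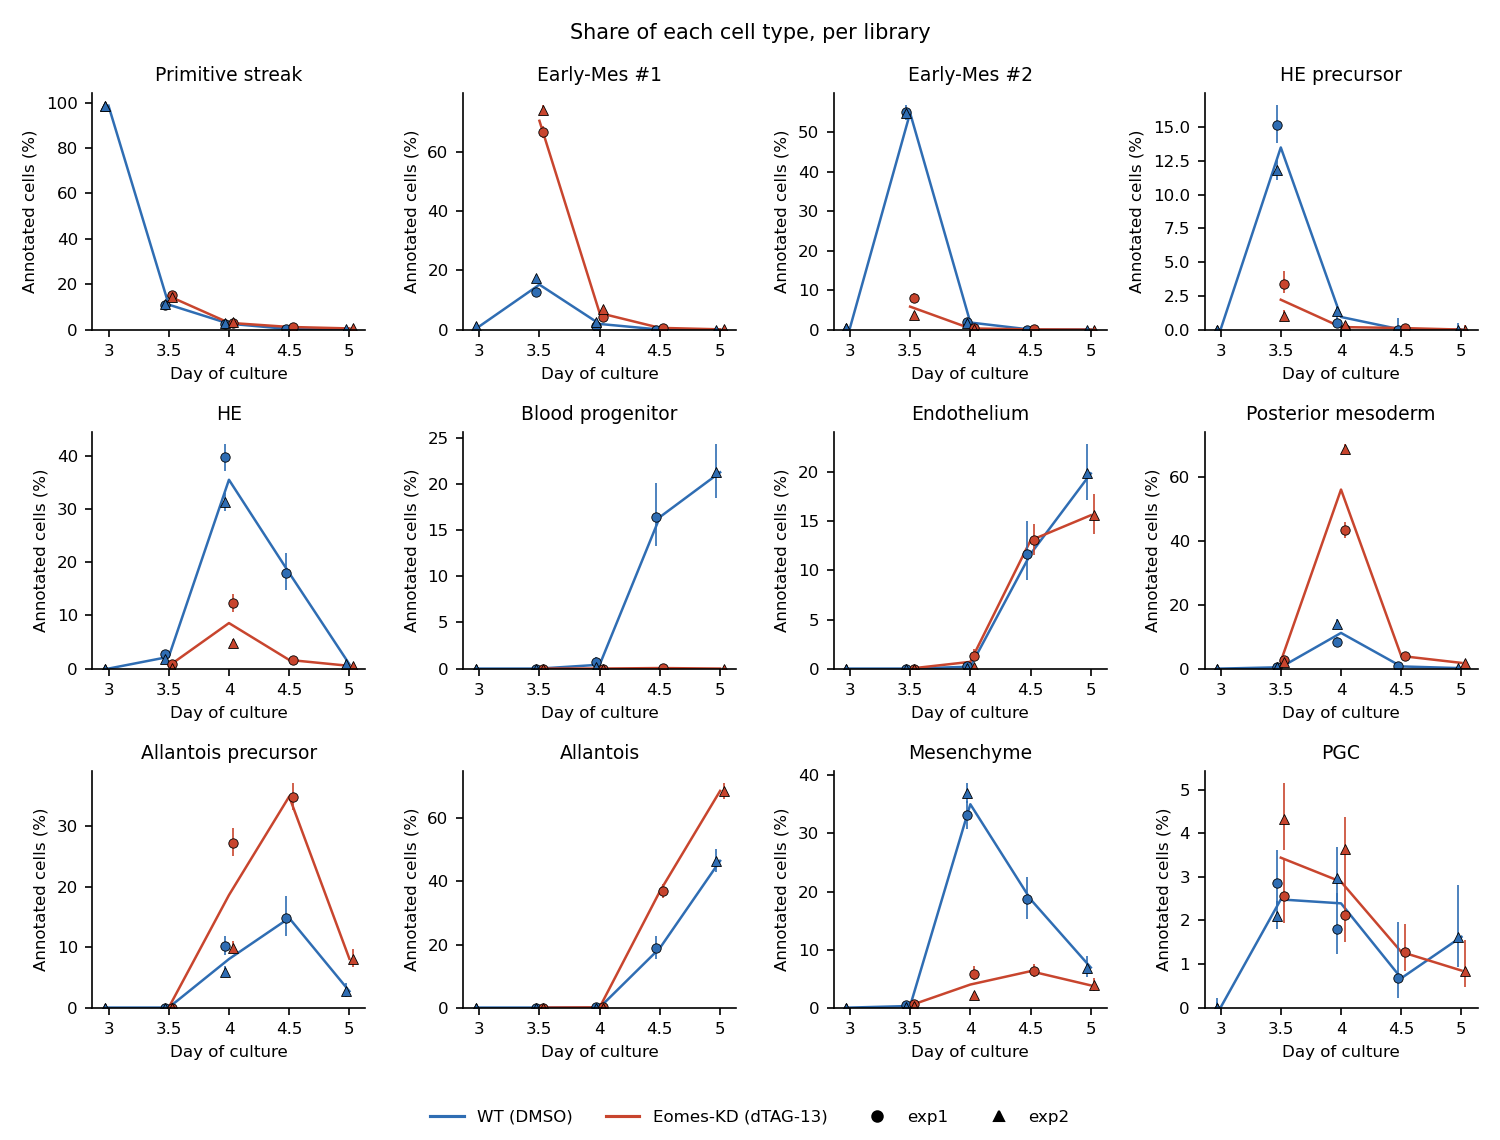
Share of each of the 12 cell types (percent of annotated cells, vertical axis, with a scale of its own in each panel) against day of culture, 1 point per library with its 95% Wilson interval, blue for WT, red for Eomes-KD, circles for exp1 and triangles for exp2, and lines through the means per day. Blood progenitors stayed at or below 1 cell per library in Eomes-KD and reached 21.2% in WT, and posterior mesoderm at day 4 averaged 56.2% in Eomes-KD and 11.2% in WT.

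The second question was how removal of EOMES changed the makeup of the cultures. Every type of the YS path was lower in Eomes-KD. Early-Mes #2 made up 54.9% ± 0.173 of WT cells and 5.82% ± 3.08 of Eomes-KD cells at day 3.5 (SD, n = 2 each), HE precursors 13.5% ± 2.39 and 2.21% ± 1.70 on the same day, and HE 35.5% ± 5.97 and 8.55% ± 5.33 at day 4. Blood progenitors, the latest type of this path, numbered 244 in the 6 WT libraries of days 3.5 to 5 and 1 in the 6 Eomes-KD libraries. At day 5 they were 157 of 739 WT cells and 0 of 1177 Eomes-KD cells, at least 83.4-fold lower against the limit that a count of 0 allows (0.255%), and at day 4.5 the share in WT was 282-fold that in Eomes-KD (counting interval 49.1 to 11308), where 1 cell was found. On the other side, Early-Mes #1 made up 70.6% ± 5.37 of Eomes-KD cells and 15.2% ± 3.397 of WT cells at day 3.5, posterior mesoderm 56.2% ± 18.0 and 11.2% ± 4.16 at day 4, and allantois precursors 18.6% ± 12.3 and 8.04% ± 3.04 at day 4 (SD, n = 2 each). Mesenchyme, which belongs to neither path, made up 3.97% ± 2.56 of Eomes-KD cells and 35.03% ± 2.70 of WT cells at day 4.

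Over the 4 days, edgeR's quasi-likelihood test called 8 of the 12 types, 3 higher and 5 lower in Eomes-KD. Early-Mes #1 rose (log2 change 1.98, SE 0.46, adjusted p = 0.00063, higher in 6 of 6 pairs of libraries of the same day and experiment), as did posterior mesoderm (2.49, SE 0.40, adjusted p = 2.16e-05, 6 of 6 pairs) and allantois precursors (1.28, SE 0.48, adjusted p = 0.0241, higher in the 4 pairs of day 4 onward). Early-Mes #2 fell (-2.92, SE 0.56, adjusted p = 0.000152), as did HE precursors (-2.26, SE 0.59, adjusted p = 0.00203), each lower in 4 pairs and higher in 1, and HE (-2.20, SE 0.50, adjusted p = 0.00063, lower in 6 of 6 pairs). Blood progenitors fell (adjusted p = 1.09e-06, lower in the 4 pairs that held any), and mesenchyme fell (-1.52, SE 0.56, adjusted p = 0.0211), lower in the 4 pairs of days 4 to 5 and slightly higher in both pairs of day 3.5. Primitive streak (0.59, SE 0.40, adjusted p = 0.207), allantois (0.75, SE 0.65, adjusted p = 0.315), endothelium (0.58, SE 0.63, adjusted p = 0.402) and PGCs (0.26, SE 0.40, adjusted p = 0.528) did not pass the threshold, although allantois cells were 36.9% of Eomes-KD and 18.9% of WT cells at day 4.5 and 68.7% and 46.5% at day 5. The count depended on the tool: DESeq2 called 4 types (Early-Mes #1, Early-Mes #2, posterior mesoderm and allantois precursors), and limma on arcsine square root shares called none, with an adjusted p of 0.0661 for 7 of the 8 types and 0.0823 for HE precursors. Without days 4.5 and 5, an alternative added after the data were seen, 5 types were called, and allantois precursors (adjusted p = 0.224), mesenchyme (0.174) and blood progenitors (0.0952) missed the threshold in edgeR.

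Leaving out 1 library ended 2 of these calls. Allantois precursors missed the threshold without WT day 4 replicate 2 (adjusted p = 0.0666), Eomes-KD day 4 replicate 1 (0.103), WT or Eomes-KD day 4.5 (0.0964 and 0.0965) and WT or Eomes-KD day 5 (0.0857 both), and mesenchyme without WT or Eomes-KD day 4.5 (0.0964 and 0.0965). With the YS types left out of the total, posterior mesoderm was still higher (1.56, adjusted p = 0.00337) and mesenchyme still lower (-2.33, adjusted p = 0.000264), whereas Early-Mes #1 (0.89, adjusted p = 0.149) and allantois precursors (0.77, adjusted p = 0.199) were not called, and primitive streak (-0.44, adjusted p = 0.431) and PGCs (-0.70, adjusted p = 0.199) turned in direction without passing the threshold. Mesenchyme was also not called with TMM factors (adjusted p = 0.0592, edgeR) or in the cells above the median RNA count of their library (0.051), and endothelium turned to -0.15 without Eomes-KD day 4 replicate 1 (adjusted p = 0.785).

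The types were also summed in lists fixed before the data were examined and taken from the trajectories that the study drew on these libraries, so the lists are not independent of them. The YS list (Early-Mes #2, HE precursors, HE and blood progenitors) averaged 41.4% of WT and 4.98% of Eomes-KD cells over the 4 days. The difference was -36.4 percentage points (exact permutation test within days, two-sided, p = 0.0139, adjusted p = 0.0278 over 6 lists), -41.0 within exp1 and -38.2 within exp2, and the share was lower in 6 of 6 pairs. Values within exp1 average days 3.5, 4 and 4.5, and those within exp2 days 3.5, 4 and 5. Here and for the other lists they therefore average other days than the difference over all 4. The allantois list (posterior mesoderm, allantois precursors and allantois) averaged 25.9% in WT and 57.9% in Eomes-KD, a difference of 32.0 points (exact p = 0.0139, adjusted 0.0278, 6 of 6 pairs), 32.0 within exp1 and 29.8 within exp2. The shared precursor list (primitive streak and Early-Mes #1) averaged 7.76% and 24.1%, a difference of 16.3 points (exact p = 0.0139, adjusted 0.0278, 6 of 6 pairs), 21.2 within exp1 and 21.7 within exp2, and most of it came from day 3.5, with 26.2% ± 3.82 in WT and 85.4% ± 4.77 in Eomes-KD (SD, n = 2 each). The value of 0.0139 is the smallest this design can give, and without days 4.5 and 5 the smallest possible exact p is 0.0556, which these 3 lists reached. With labels permuted within pairs of the same day and experiment, their exact p was 0.0312, the smallest possible, and 0.0625 adjusted over the 6 lists, which misses the threshold. Among cells outside the YS list the shared precursor difference was only 2.07 points (exact p = 0.0278), and the allantois difference 23.1 points (exact p = 0.0139). Mesenchyme averaged 15.2% and 3.61%, a difference of -11.6 points (exact p = 0.0694, adjusted 0.104), -13.2 within exp1 and -12.6 within exp2. It passed the unadjusted threshold among cells outside the YS list (-20.1 points, exact p = 0.0278), without WT day 3.5 replicate 2 (-11.6 points, exact p = 0.0417) and without Eomes-KD day 3.5 replicate 1 (-11.7 points, exact p = 0.0417). PGCs averaged 1.79% and 2.11%, a difference of 0.321 points (exact p = 0.444, adjusted 0.533), 0.210 within exp1 and 0.703 within exp2, and -1.63 points (exact p = 0.0556) among cells outside the YS list. With 1 library left out, the PGC difference ranged from 0.101 points without Eomes-KD day 3.5 replicate 2 (exact p = 0.806) to 0.686 points without either library of day 5 (exact p = 0.139).

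**Figure D2:**
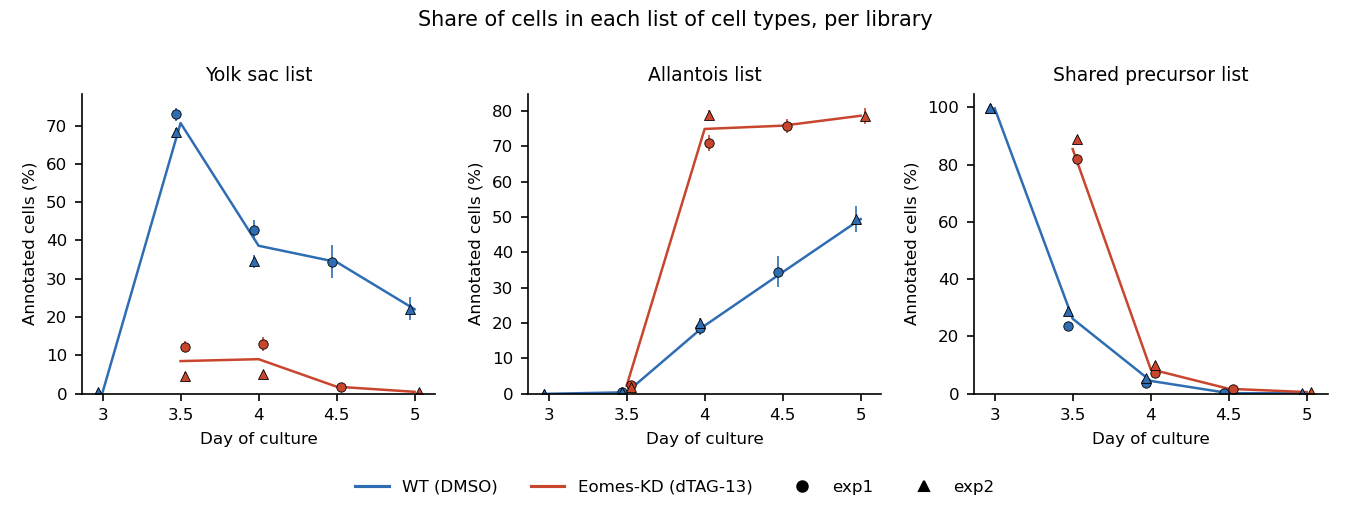
Share of annotated cells (percent, vertical axis) in the YS, allantois and shared precursor lists against day of culture, 1 point per library with its 95% Wilson interval, blue for WT, red for Eomes-KD, circles for exp1 and triangles for exp2, and lines through the means per day. The YS list was 70.6% in WT and 8.53% in Eomes-KD at day 3.5, and the allantois list 19.3% and 74.9% at day 4.

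Day by day, the earliest differences were present at the first time point after dTAG-13 was added. At day 3.5, Early-Mes #1 (log2 change 2.21, SE 0.56) and posterior mesoderm (2.42, SE 0.55) were higher, and Early-Mes #2 (-3.24, SE 0.72) and HE precursors (-2.62, SE 0.84) lower in Eomes-KD, with adjusted p from 0.0155 to 0.0388 in edgeR. At day 4, posterior mesoderm was higher (2.33, SE 0.51) and mesenchyme lower (-3.15, SE 0.74), both with adjusted p = 0.026. At day 4 HE had a log2 change of -2.06 (adjusted p = 0.108). No type passed the threshold at day 4.5 (3 of 10 at unadjusted p under 0.05) or day 5 (2 of 8), which had 1 library per condition, assumed to vary like the groups with 2. With the experiment as a replicate block, edgeR called 16 differences in place of 6: in addition HE was lower at days 3.5, 4 and 4.5, blood progenitors were lower at days 4, 4.5 and 5, Early-Mes #2 and HE precursors were lower and Early-Mes #1 higher at day 4, and posterior mesoderm was higher at day 5. The count also moved with single libraries, to 0 without either WT library of day 3.5, to 3 without either WT library of day 4 and to 13 without Eomes-KD day 4 replicate 1. DESeq2 called 9 higher and 4 lower, and limma 13 in all. With TMM factors 0 were higher and 7 lower in place of 3 and 3, since Early-Mes #1 at day 3.5 (1.83, adjusted p = 0.121) and posterior mesoderm at day 3.5 (2.01, 0.121) and day 4 (2.39, 0.0877) missed the threshold in edgeR. With the YS types left out of the total, Early-Mes #1 (0.58, adjusted p = 0.233) and posterior mesoderm (0.81, 0.148) were not called at day 3.5, primitive streak was lower (-1.21, 0.0136), and both calls of day 4 were kept. The interaction of day and condition passed the threshold for 0 of 12 types in edgeR (0 at unadjusted p under 0.05), with the lowest adjusted p at 0.907.

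The third question was whether endothelium, which both paths can supply, kept its share. At day 4.5, endothelium was 52 of 445 WT cells (11.7%, interval 9.02 to 15.003) and 225 of 1722 Eomes-KD cells (13.1%, interval 11.6 to 14.7). At day 5 it was 147 of 739 WT cells (19.9%, interval 17.2 to 22.9) and 184 of 1177 Eomes-KD cells (15.6%, interval 13.7 to 17.8). Over the 4 days the difference was -0.596 percentage points (exact permutation p = 0.917), 0.781 within exp1 and -1.41 within exp2. No endothelium was annotated in either condition at day 3.5, so arrangements of that day gave tied values. The smallest p this test could give was therefore above the threshold. It could not have detected a difference in the share of this cell type, and none can be concluded or excluded from it. The endothelium label of a second annotation, transferred from an atlas to the same cells, was lower in Eomes-KD in the 4 pairs that held any, with a log2 change of -0.78 that did not pass the threshold (SE 0.84, adjusted p = 0.508, edgeR). At day 5 that label was given to 10.4% of WT cells (interval 8.42 to 12.8) and 4.503% of Eomes-KD cells (interval 3.46 to 5.84), and at day 4.5 to 7.42% (interval 5.33 to 10.2) and 6.21% (interval 5.17 to 7.45). For the endothelium cell type, not the label, the difference in share was 0.625 points without either library of day 5 (exact p = 0.333). It was -3.46 points among cells outside the YS list (exact p = 0.333), and 1.77 points in the cells above the median RNA count of their library (exact p = 0.25). Within endothelium, the extended atlas label of allantois endothelium was given to 18 of 52 WT cells (34.6%, interval 23.2 to 48.2) and 87 of 225 Eomes-KD cells (38.7%, interval 32.5 to 45.2) at day 4.5, and to 41 of 147 WT cells (27.9%, interval 21.3 to 35.6) and 97 of 184 Eomes-KD cells (52.7%, interval 45.5 to 59.8) at day 5. Venous endothelium was the label of 38.5% (interval 26.5 to 52.0) of WT and 25.8% (interval 20.5 to 31.9) of Eomes-KD endothelium at day 4.5, and of 32.7% (interval 25.6 to 40.6) and 17.9% (interval 13.1 to 24.1) at day 5. The label of haematoendothelial progenitors was given to 9 of 52 WT and 9 of 225 Eomes-KD endothelial cells at day 4.5, and that of erythro-myeloid progenitors to 1 cell of each. At day 5 they were given to 15 and 12 of the 147 WT cells and to 0 of the 184 Eomes-KD cells, which allows a share of up to 1.63%. With 1 library per condition on these days there was no test, and the values compare those libraries.

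The second annotation, labels transferred from an atlas of mouse gastrulation, was tested in the same way. Both labels of blood progenitors passed the threshold, with 220 and 171 cells in WT and 0 of either in Eomes-KD (adjusted p = 0.0265 and 0.0457, edgeR, lower in the 4 pairs that held any). The first of the erythroid labels was given to 73 WT cells and 0 Eomes-KD cells (adjusted p = 0.0748), and the second to 6 WT cells, too few to be tested. Haematoendothelial progenitor labels had a log2 change of -1.58 (SE 0.57, adjusted p = 0.0748, lower in 6 of 6 pairs), and extraembryonic mesoderm labels one of 1.38 (SE 0.48, adjusted p = 0.0748, higher in 6 of 6 pairs). Summed, the 5 blood labels, which include haematoendothelial progenitors, averaged 28.5% of WT and 7.10% of Eomes-KD cells (exact permutation p = 0.0139, and 0.0556, the smallest possible, without days 4.5 and 5). In Eomes-KD every cell of this sum carried the haematoendothelial progenitor label. The 8 labels off the mesoderm path (endoderm, gut, ectoderm and neural labels) stayed rare, with a mean of 0.941% in WT and 1.56% in Eomes-KD (exact permutation p = 0.0278, and 0.0625 when labels were permuted within pairs). That difference missed the threshold without WT day 3.5 replicate 2, Eomes-KD day 4 replicate 1 or any library of days 4.5 and 5 (exact p = 0.0556 each), without Eomes-KD day 3.5 replicate 2 (0.0972) and without days 4.5 and 5 (0.111). With the experiment as a replicate block, edgeR called 9 of 20 labels in place of 2, adding erythroid, haematoendothelial progenitor and mesenchyme labels as lower and extraembryonic mesoderm, caudal epiblast, intermediate mesoderm and somitic mesoderm labels as higher in Eomes-KD. The count was 7 without Eomes-KD day 3.5 replicate 1, 4 without WT day 5, 1 without Eomes-KD day 3.5 replicate 2, and 0 without Eomes-KD day 4 replicate 2, without either library of day 4.5 and without days 4.5 and 5.

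RNA counts, genes detected, mitochondrial and ribosomal percent, doublet scores and atlas label scores were compared between conditions over all cells and within 11 cell types. None of the 72 exact permutation tests passed the threshold, and 0 had an unadjusted p under 0.05. Over all cells the lowest p of the 6 measures was 0.472, for the atlas label score. Within cell types the smallest exact p that the libraries allow was 0.0556 (primitive streak and PGCs), so that no test within a type could pass, and no difference in these measures was detectable there.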

Values the study reported

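The study reported profiles of over 19,000 single cells of WT EBs, annotated in 12 cell types. It reported 18 clusters behind that annotation.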

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

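The tests over days of these labels and stages with their alternatives, and of whether more posterior mesoderm cells carry the labels, were chosen only after the result was seen, and the comparison of each library with its WT partner was extended from day 3.5 to all days after the values were seen. The stage comes from a column that the comparisons above do not use, and the labels from the extended atlas labels, used above only within endothelium, and from 2 of the basic atlas labels. Both stood out because an Eomes-KD library lay above the WT library of the same day and experiment. Labels of paraxial, presomitic, somitic and intermediate mesoderm, types of the embryo proper, were given to 6.46% of Eomes-KD cells at day 3.5 in exp2 (WT 1.41%), and at day 4 to 4.82% in exp1 (WT 0.901%) and 23.7% in exp2 (WT 1.77%). The other pairs were close, with 0.747% at day 3.5 in exp1 (WT 0.696%), 0.987% at day 4.5 (WT 0.674%) and 0.425% at day 5 (WT 0 of 739 cells). Over the 4 days the mean was 0.766% in WT and 4.82% in Eomes-KD, a difference of 4.05 percentage points (exact permutation p = 0.0417). The size rests largely on 1 library, with 1.69 points (exact p = 0.0417) without Eomes-KD day 4 replicate 2 and 6.41 (0.0417) without Eomes-KD day 4 replicate 1. The threshold was missed without either WT library of day 3.5 (exact p = 0.125 and 0.0694) or day 4 (0.375 both), Eomes-KD day 3.5 replicate 2 (0.0972), any library of day 4.5 (0.0556) or day 5 (0.0833), and without both days (7.74 points, 0.111). An embryonic stage of E7.5 or later was given to 21.5% of Eomes-KD cells at day 3.5 in exp2 (WT 6.76%), 87.1% and 92.5% at day 4 in exp1 and exp2 (WT 60.2% and 67.4%), 96.7% at day 4.5 (WT 93.3%) and 99.5% at day 5 (WT 86.7%), with a mean over days of 62.4% in WT and 74.9% in Eomes-KD (exact permutation p = 0.0278). At day 3.5 in exp1 it was 5.87% (WT 5.08%). The stage was compared over all cells and not within a cell type. A later stage within types therefore cannot be told apart from the shift in cell types. The test of stage missed the threshold without WT day 3.5 replicate 1, Eomes-KD day 3.5 replicate 2 or any library of days 4.5 and 5 (exact p = 0.0556 each), and without both days (0.111).

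Within posterior mesoderm cells of day 4, the embryo labels made up 9.03% of Eomes-KD and 5.04% of WT cells in exp1 and 28.6% and 6.28% in exp2, a mean difference of 13.1 percentage points that leaves open whether more posterior mesoderm cells alone account for the pattern, since the intervals overlapped in exp1. RNA counts per cell are argued against in exp2, where 100% of the difference was left after standardising over deciles of RNA counts. In exp1 91.5% was left, but only 6 of 119 WT cells carried the labels, too few to decide over deciles. Label transfer run per library stays open: WT cells given the labels of their nearest Eomes-KD cells on the UMAP took 65.9% of the gap in exp2 (interval 53.3 to 81.4), between the bounds set in advance. In exp1 they took 146%, past the bound for this cause, but the interval of -668 to 524 was judged too wide to decide, a requirement added after the value was seen. That EOMES removal changes the identity of posterior mesoderm may be a biological explanation, and it was not tested.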

How the results depend on the processing

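The alternatives without days 4.5 and 5, all those of the interaction test, and those of sums of labels, stages and mesenchyme outside the YS and allantois lists were chosen after seeing the data, and the others before. Among alternatives of the comparisons, 155 kept direction and side of the threshold or a count within 1.5 times, 10 were weaker, 11 stronger, 7 moved from or to a count of 0 and 6 reversed. The 155 include comparisons that had no call to keep: the interaction, the endothelium, mesenchyme and PGC shares, and the measures per cell. Endothelium and the measures within types could not pass the threshold in the main tests, so their staying without a call says nothing about robustness. Among single types, labels and sums, 590 kept direction and side of the threshold, 125 lost the call and 4 reversed. The 8 types called over days became 4 with DESeq2, 0 with limma, 2 without the YS types (4 calls no longer tested, 2 lost with smaller estimates under another total) and 5 without days 4.5 and 5 (fewer samples). The 6 calls per day became 13 with DESeq2, 13 with limma, 16 with the experiment as replicate block, 7 (0 higher) with TMM, 12 in the deeper cells and 3 without the YS types, and 0 to 13 with 1 library left out. The 2 atlas label calls became 9 with the block, 0 without days 4.5 and 5, and 0 to 7 with 1 library left out. Without days 4.5 and 5 the YS, allantois and shared precursor differences were -45.9, 28.7 and 31.6 points (exact p = 0.0556, the smallest possible). Endothelium turned to 1.77 points in the deeper cells, 0.47 on the log2 scale, 0.248 without days 4.5 and 5, and ranged from -1.25 to 0.625 with 1 library left out, and on the log2 scale of edgeR from -0.15 to 1.02. Shared precursors differed by 2.07 and the allantois list by 23.1 points outside the YS list. Mesenchyme was -20.1 points outside the YS list and -14.5 to -11.1 with 1 library left out. PGCs turned to -1.63 points outside the YS list and to -0.70 in edgeR without the YS types, where primitive streak turned to -0.44. Primitive streak in WT at day 3.5 turned to 5.46 with TMM, although its share of annotated cells fell. Except where fewer samples or calls no longer tested are named, the cause was not tested. With labels permuted within pairs, the adjusted p of the YS, allantois and shared precursor lists rose to 0.0625. The replicate block left 0 interaction calls in edgeR and changed no other call than those given here, in the report and for the mesenchyme label. By the study's methods every clustered cell passed both quality filters, so that alternative is the whole table. The 445 cells of WT day 4.5 limit what that day can show.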

Other observations

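The tests of mesenchyme were chosen only after the result was seen, and those of the day 3 libraries and of other splits before. Endothelial cells also differed at day 4.5 in their endocardium label, the inner lining of the heart. On that day 2 of 52 WT cells (3.85%, interval 1.06 to 12.98) and 47 of 225 Eomes-KD cells (20.9%, interval 16.1 to 26.7) carried it. At day 5 the intervals overlapped, with 25 of 147 WT cells (17.01%, interval 11.8 to 23.9) and 35 of 184 Eomes-KD cells (19.0%, interval 14.0 to 25.3). There was 1 library per condition on each day, so the values compare libraries.

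Mesenchyme was lower in Eomes-KD at days 4 to 5, and its share could fall only because other types took up the total. Among cells outside the YS and allantois lists the difference was -24.2 percentage points (exact permutation p = 0.0278, lower in 6 of 6 pairs, 0.0556 without any 1 library of days 4.5 and 5 and 0.111 without both days). Early-Mes #1 and primitive streak remain in that total and can dilute mesenchyme themselves. In both pairs of day 3.5 its share of all annotated cells was slightly higher in Eomes-KD (0.533% against 0.368% in exp1, 0.188% against 0.176% in exp2). Those pairs were lower only in the smaller total and do not speak against dilution. The other pairs, of days 4 to 5, argue against dilution by the 2 lists alone, but not against dilution by the types that remain. Whether the drawing of the cluster accounts for the difference stays open. The mesenchyme atlas label, given without the clusters, was 0.826% in Eomes-KD and 13.1% in WT at day 4 in exp1. In exp2 it was 0.405% and 9.62%. The label was lower in both experiments, but it covered fewer WT cells than the cluster did (33.1% in exp1 and 36.9% in exp2). It therefore cannot speak for most cells of the cluster. The test of that day missed the threshold (log2 change -4.22, SE 1.13, adjusted p = 0.132, edgeR). Over days the main test of the label missed it as well (-2.41, SE 1.09, adjusted p = 0.144, edgeR, and 0.0996 to 0.372 in the other alternatives). With the experiment as a replicate block the log2 change was -2.77 (SE 0.82, adjusted p = 0.0118, edgeR). The blocked value was taken up after both were seen, so it does not decide the question. An effect of EOMES removal on mesenchyme stays open as a hypothesis.

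The day 3 libraries of WT differed in the Epiblast label, 8.31% in 1A (interval 7.34 to 9.39) and 17.9% in 1B (interval 16.2 to 19.8). RNA counts per cell are argued against, since the difference standardised over deciles of RNA counts was 103% of the crude one. Label transfer run per library stays open as an explanation: 1A cells given the labels of their nearest 1B cells on the UMAP took 93.8% of the gap (interval 75.5 to 117), with an area under the curve of 0.783. This met the bound set in advance for that cause. Neighbours that say nothing about the label would take the whole gap too, and these separated Epiblast cells only in part. The value therefore cannot decide for label transfer. The clusters, drawn without the labels, also differed between 1A and 1B (chi-square 26.0). Both libraries belong to 1 group, so no biological explanation was tested.

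Other splits of the 12 libraries were counted. Of 100 splits, 1, the real one, gave 8 called types or more, with 4 as the highest of the others. Of the 32 splits that part every pair, 1, again the real one, did, with 2 as the highest other. This argues against chance as the source of that count but cannot exclude it, since 1 of 100 and 1 of 32 are the smallest fractions possible. For atlas labels, 4 of 100 splits gave 2 calls or more, the real one included, with 4 calls as the highest of the others.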
